A study of Mus musculus with 96 samples. Its data were reported in "MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice" (2018).

How the data were processed

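Small RNA was sequenced from the cerebellum of C57BL/6 mice that carried 1 knock-in Huntingtin (Htt) allele of 20, 50, 92 or 140 CAG repeats (Q20, Q50, Q92 and Q140) next to a wild type allele, and from wild type (WT) littermates bred in the Q20 line and in the Q50 line. The 96 libraries fell into 24 groups of 4, given by genotype, age (6 or 10 months) and sex, and the groups were taken from the sample labels. The study describes 8 animals for each genotype and age, so each library stands for a separate animal. Per its methods, reads were clipped, aligned to mouse genome mm10 with STAR at default settings and counted with HTSeq. CASAVA 1.8.2 is named in the submitters' processing notes.

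The authors deposited a table of estimated counts and a table of FPKM for 1187 miRBase stem-loop IDs, of which 1033 had a count in at least 1 library. The deposited estimated counts were not normalized, and 268 IDs held values further than 0.001 from a whole number in at least 1 library, as happens when reads that fit several stem-loops are split between them. Those IDs took 69.3% of all counts, but the part of these counts that came from split reads was not measured. To that extent the levels of those IDs depend on how reads were shared. The program that split the reads is not given in the sources used here. The deposited FPKM values equal the count scaled by the library total and by a fixed stem-loop length per ID (49 to 147 bases over the 303 IDs with at least 100 counts in a library), and they were used in an alternative test. All columns of both tables belonged to a labelled sample. The files do not pair the IDs with microRNA names, and no table that does was used here. The planned tests of microRNA lists, which were written by name, were therefore not run, cell type markers could not be examined, and no names, functions or coordinates are given.

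Library totals ran from 5435778 to 7934044 estimated counts. A count of 0 then allows up to 0.552 CPM (counts scaled to a fixed library total) in the smallest library (3 counts), for counting error alone. Reads carried no molecular identifiers.

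Estimated counts were rounded and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and Benjamini-Hochberg adjustment at a threshold of 0.05. The controls were the Q20 and all WT libraries (24 at each age), as in the study. Each age was fitted on its own with genotype, sex and the L tag as terms. The L tag is a part of the library name (2, 3 or 4 at 6 months, 1 or 8 at 10 months) that the labels do not define, and it stood for the batch covariate of the study. Age and L tag cannot be told apart. Results of both ages were combined by adding signed z values, and the log2 fold change over both ages is the mean of the per-age values. CAG length was also fitted as a number, with 7 for WT as in the study, and is given per 100 CAG. Contrasts within lines and between sexes came from a model with all 6 genotype groups. Differences of an effect between ages or sexes were tested as interactions over all libraries. A stem-loop was tested if it had at least 10 counts in at least 8 libraries at each age, which left 434 IDs holding at least 99.9847% of the counts of every library. Following the study, libraries with a standardized connectivity (Z.k) under -5 were left out. This removed 2 libraries and left 46 at 6 months and 48 at 10 months. No library was identical to another, and the closest pair differed far beyond counting noise (chi-square over degrees of freedom of 50.2).

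In simulated counts for the same 434 IDs, of which 200 were changed in Q140, the test over both ages called 73.1% of changes of 0.25 on the log2 scale, 95.5% of changes of 0.5 and 97% of changes of 1. It also called 6 of the 234 unchanged IDs. The simulation drew IDs independently, held no effect of sex or L tag, and changed far more IDs than the 22 called in the data. The shares called may therefore be lower in the data.

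The design, the alternatives and the rule for named IDs were fixed before the data were examined. The rule took, for Q140 and CAG length over both ages, the largest mean changes among IDs that passed with the same sign at both ages, and elsewhere those with the lowest adjusted p. Because no names could be given, at most 2 IDs per direction are printed for each comparison, in the order of that rule. Where no ID passed, those with the lowest p are given as values. IDs outside this rule that are singled out below were chosen after their values were seen. Alternatives were DESeq2 1.42.0 with its size factors, DESeq2 on counts with single outlying values replaced as in the study, RLE factors, no low count filter or a mean count of at least 50, all libraries, no L tag, only the groups compared, a replicate block, limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), WT controls alone, and each library left out in turn. Correlations of z across IDs were made only between ages, which share no control library. Their p came from 100 permutations of genotype labels within age and sex. For the correlation of sex effects, sex labels were permuted within age and genotype. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.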

Results

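The series measured microRNA stem-loops in the cerebellum of heterozygous Htt knock-in mice at 6 and 10 months. Each of the 6 genotype groups (Q20, Q50, Q92, Q140 and the WT mice of the Q20 and of the Q50 line) held 8 libraries at each age, 4 of them female, with 5435778 to 7934044 estimated counts per library. The most abundant stem-loop took between 12.6% and 18.4% of the counts of a library, and the top 10 together took between 55.3% and 60.9%. At 6 months 2 libraries fell under the connectivity limit and were left out, Q20 female replicate 2 (Z.k of -6.68) and Q92 male replicate 4 (Z.k of -6.1).

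**Figure D1:**
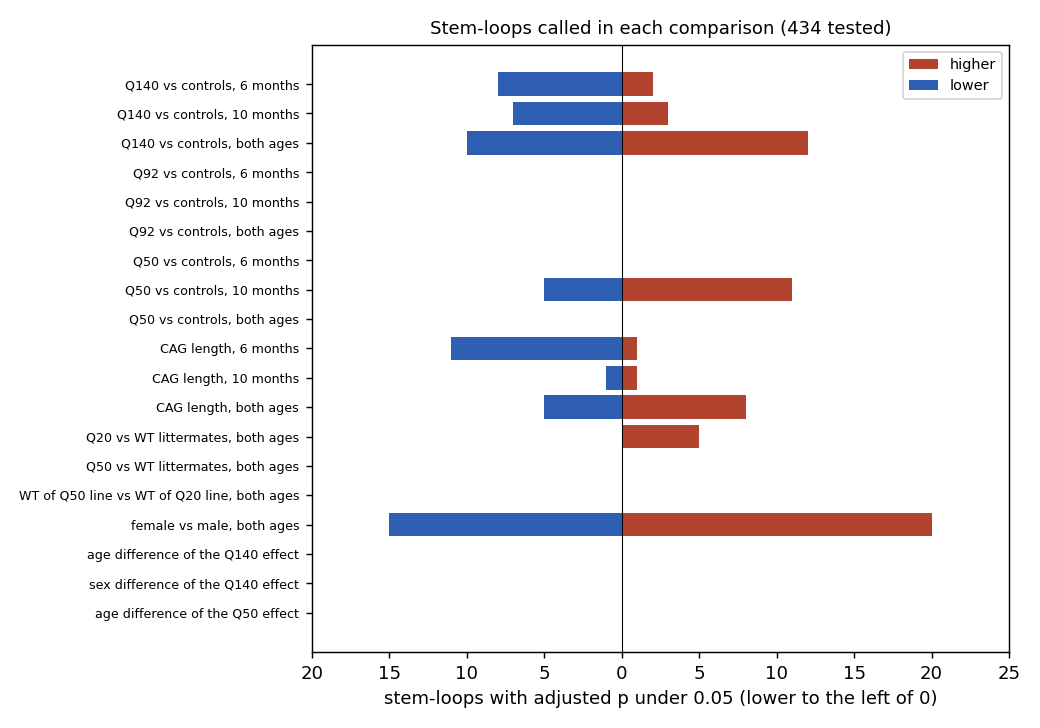
Horizontal bars give the number of stem-loops with an edgeR adjusted p under 0.05 in each comparison, higher to the right and lower to the left of 0, among 434 tested. Sex has 20 higher and 15 lower and Q140 over both ages 12 higher and 10 lower, while comparisons without a bar have 0.

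The comparison of Q140 with controls asks which microRNAs differ in mice with a long repeat. Over both ages 12 stem-loops rose and 10 fell in Q140, all 22 with the same sign at 6 and at 10 months, as choosing them by the sum of both ages largely sets. The changes were small, with a median absolute log2 fold change of 0.14 and a largest of 0.43. The counts of 9 of the 22 IDs include split reads. MI0018007 stood at 112 ± 19.6 CPM (SD, n = 8) in Q140 and 91.3 ± 16.9 (SD, n = 23) in controls at 6 months, and at 117 ± 10.6 (SD, n = 8) and 97.2 ± 17.2 (SD, n = 24) at 10 months. MI0000408 stood at 9.13 ± 0.927 CPM (SD, n = 8) in Q140 and 11.8 ± 1.68 (SD, n = 23) in controls at 6 months. MI0018007 rose by 0.24 (SE 0.07, edgeR adjusted p = 0.0105) and lay above the control mean in 7 of 8 Q140 libraries at each age. MI0003521 rose by 0.21 (SE 0.06, edgeR adjusted p = 0.0105), above the control mean in 8 of 8 libraries at 6 months and 6 of 8 at 10 months. MI0000714 fell by 0.43 (SE 0.13, edgeR adjusted p = 0.0326), under the control mean in 8 of 8 and 7 of 8, at a mean of 2.67 CPM in Q140 at 6 months, and its counts include split reads. MI0000408 fell by 0.30 (SE 0.08, edgeR adjusted p = 0.0105), under the control mean in 8 of 8 and 6 of 8. None of these IDs passed at a single age. The edgeR adjusted p at 6 and 10 months was 0.215 and 0.0811 for MI0018007 and 0.0574 and 0.401 for MI0003521. It was 0.122 and 0.48 for MI0000714 and 0.0513 and 0.444 for MI0000408.

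**Figure D2:**
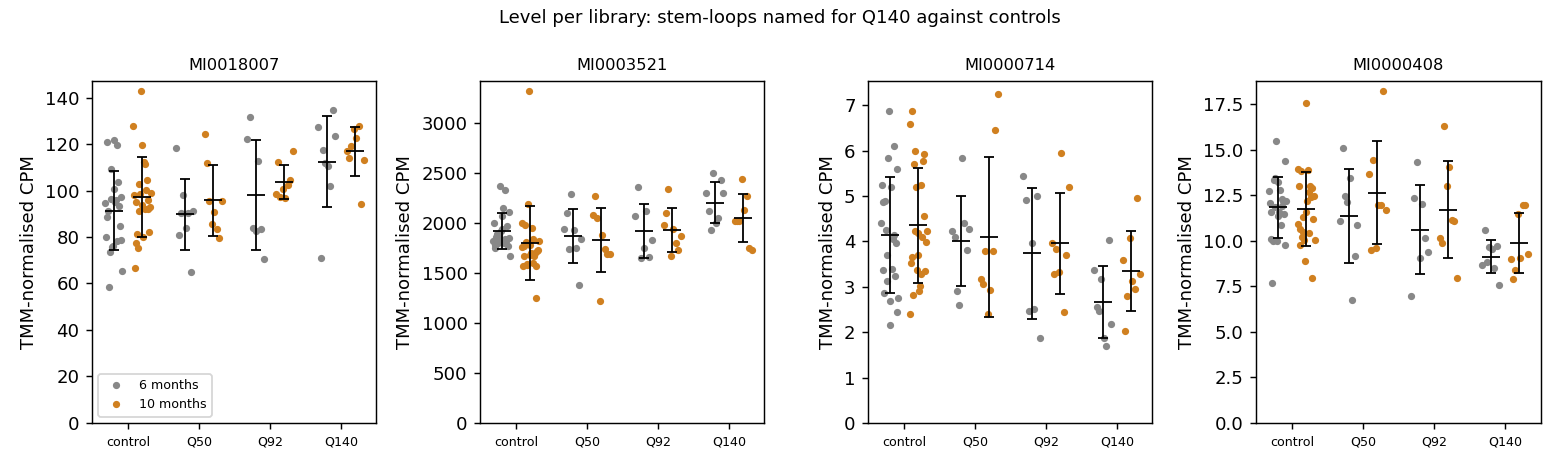
Points are single libraries (TMM-normalised CPM, vertical axis from 0) at 6 months in grey and 10 months in orange, with bars for the mean and SD, for controls, Q50, Q92 and Q140. MI0018007 and MI0003521 average higher in Q140 than in controls at both ages, MI0000714 and MI0000408 average lower, and libraries of the groups overlap.

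Within a single L tag, with 0 calls in each, all 22 IDs kept their sign in tags 3 and 8 and 21 kept it in tags 1 and 2. Such counts are largely set by choosing the IDs in a fit on the same libraries with the tag as a term. Within tags 3, 2, 1 and 8 the change of MI0018007 was 0.32, 0.19, 0.32 and 0.26, that of MI0003521 0.24, 0.20, 0.25 and 0.19, that of MI0000714 -0.50, -0.37, -0.46 and -0.29, and that of MI0000408 -0.48, -0.37, -0.32 and -0.19. Tag 4 held 1 Q140 library, which against the controls of that tag gave -0.14 for MI0018007, the opposite sign, 0.14 for MI0003521, -0.89 for MI0000714 and -0.05 for MI0000408. Over both ages DESeq2 called 13 higher and 20 lower, and edgeR with WT libraries alone as controls called 10. The call ended in 2 of 14 other settings for MI0018007 (with WT controls alone, at 0.19 with edgeR adjusted p = 0.0852, and without the libraries of Z.k under -3), in 1 of 14 for MI0003521, in 4 of 13 for MI0000714 and in 0 of 14 for MI0000408. Q140 has no WT littermates in this series, so line and genotype were not separated.

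At single ages fewer stem-loops passed, 2 higher and 8 lower at 6 months and 3 higher and 7 lower at 10 months, with 0 called at both ages by edgeR (86 and 47 IDs at an unadjusted p under 0.05). The 10 IDs of 6 months had a median absolute log2 fold change of 0.84 and a largest of 3.49, and the 10 of 10 months had 0.32 and 4.84. At 6 months the IDs of lowest p named here are not those of largest change. At 10 months the largest change is that of MI0025035, described below. MI0000241 went from 82 ± 10.4 CPM (SD, n = 23) in controls to 64.4 ± 4.54 (SD, n = 8) in Q140 at 6 months. It fell by 0.33 (SE 0.07, edgeR adjusted p = 0.0237), under the control mean in 8 of 8 libraries. MI0000167 fell by 0.27 at that age (SE 0.07, edgeR adjusted p = 0.0372; 8 of 8), and its change at 10 months was -0.01 (edgeR adjusted p = 0.998; 3 of 8). MI0000223 rose by 0.16 at 6 months (SE 0.04, edgeR adjusted p = 0.0372; 6 of 8 libraries above the control mean) and MI0000157 by 0.17 (SE 0.05, edgeR adjusted p = 0.0372; 8 of 8). At 10 months MI0000223 was at 0.19 (edgeR adjusted p = 0.0811; 8 of 8) and MI0000157 at 0.04 (edgeR adjusted p = 0.817; 6 of 8). The 6-month call ended in 6 of 14 other settings for MI0000223, 6 for MI0000157, 3 for MI0000167 and 0 for MI0000241. In 94 fits without 1 library it ended in 5, 9, 7 and 2. At 10 months MI0005495 fell by 0.18 (SE 0.04, edgeR adjusted p = 0.0112; 8 of 8) and MI0000696 fell by 0.23 (SE 0.06, edgeR adjusted p = 0.0336; 7 of 8), while MI0000547 rose by 0.18 (SE 0.04, edgeR adjusted p = 0.0267; 7 of 8). Their changes at 6 months were -0.06, -0.07 and 0.15, none past the threshold. In 14 other settings the call ended in 0 for MI0005495, in 3 for MI0000696 and in 4 for MI0000547. In 94 fits without 1 library it ended in 1, 6 and 4. The counts of MI0000241, MI0000167, MI0000223, MI0000157, MI0005495 and MI0000547 include split reads. MI0025035 also passed at 10 months (log2 fold change 4.84, SE 1.08, edgeR adjusted p = 0.0118), but only 2 of 8 Q140 libraries lay above the control mean, male replicate 1 at 2237 CPM and female replicate 4 at 1952 CPM. At 6 months it went the other way, with a log2 fold change of -3.93 (edgeR adjusted p = 0.178) and 0 of 8 Q140 libraries above the control mean. Without female replicate 4 its change was 3.08 (edgeR adjusted p = 0.507) and without male replicate 1 it was 3.12 (edgeR adjusted p = 0.507). Without the libraries of Z.k under -3, a setting chosen after seeing the data, it was -2.51 (edgeR adjusted p = 0.649, in a range over the settings from 0.00242 to 0.783). The 6-month count was 1 with no low count filter, 1 with the replicate block and 1 with WT controls alone, and DESeq2 called 8 higher and 16 lower. The 10-month count was 2 with no filter, 4 with the replicate block and 4 with WT controls alone, and 1 both without the libraries of Z.k under -3 and with blocks of running numbers, chosen after seeing the data.

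The single-age counts for Q140 depended on single libraries. The 6-month count was 0 without Q140 female replicate 1 or 4, 2 without Q140 female replicate 2 or male replicate 1 or without Q20 male replicate 4, 3 without Q140 female replicate 3, 1 without Q20 female replicate 1, 4 without Q20 male replicate 1 and 5 without Q50-line WT female replicate 4. It was 16 without Q140 male replicate 2, Q92 female replicate 1 or Q92 male replicate 2, 17 without Q50 female replicate 4, 18 without Q92 male replicate 1, and 20 without Q50 female replicate 2, Q50-line WT female replicate 1 or Q20-line WT male replicate 1. It was 21 without Q20-line WT female replicate 3 or Q50-line WT male replicate 3, 22 without Q50 male replicate 3 or Q20-line WT female replicate 1, 23 without Q92 female replicate 2 and 30 without Q20-line WT male replicate 2. The 10-month count was 1 without Q140 female replicate 1 or 4, 2 without Q140 male replicate 2, 3 without Q140 female replicate 2 or Q20-line WT male replicate 3, 4 without Q140 female replicate 3 or male replicate 4, and 6 without Q20 male replicate 4. It was 5 without Q140 male replicate 1 or 3, Q20 female replicate 2 or 3, Q20 male replicate 3, or Q20-line WT female replicate 2 or male replicate 2.

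CAG length as a number asks whether levels follow the repeat. Over both ages 8 stem-loops rose and 5 fell with CAG length, in a fit that holds the Q140 libraries, while Q92 and Q50 against controls had 0 calls each by edgeR (25 and 29 IDs at an unadjusted p under 0.05), DESeq2 and limma. Of these 13 IDs 12 were also called for Q140 in the same direction, against a mean of 0.11 and a highest of 5 in 100 permutations of the labels and 0.221 higher and 0.115 lower for independent lists. Both fits use the same Q140 and control libraries, so the overlap shows no separate effect of repeat length. MI0004310 averaged 2.37 ± 1.1 CPM (SD, n = 8) in Q140, 3.16 ± 3.25 (SD, n = 7) in Q92, 4.98 ± 3.56 (SD, n = 8) in Q50 and 7.66 ± 4.59 (SD, n = 23) in controls at 6 months. At 10 months its means were not in the order of the repeat, at 5.12 ± 3.09 CPM (SD, n = 8) in Q140, 4.73 ± 3.75 (SD, n = 8) in Q92, 11.1 ± 6.83 (SD, n = 8) in Q50 and 6.28 ± 5.78 (SD, n = 24) in controls. MI0004310 fell by 0.76 per 100 CAG (SE 0.22, edgeR adjusted p = 0.0359), with a change of -1.33 at 6 months (edgeR adjusted p = 0.00739) and -0.18 at 10 months (edgeR adjusted p = 0.986), and lay under the control mean in 8 of 8 Q140 and 6 of 7 Q92 libraries at 6 months. MI0000408 fell by 0.21 (SE 0.06, edgeR adjusted p = 0.0221), with 8 of 8 Q140 libraries under the control mean at 6 months and 6 of 8 at 10 months. MI0018007 rose by 0.16 (SE 0.05, edgeR adjusted p = 0.0359; 7 of 8 Q140 libraries above the control mean at each age) and MI0003521 by 0.13 (SE 0.04, edgeR adjusted p = 0.0486; 8 of 8 and 6 of 8). The edgeR adjusted p at 6 and 10 months was 0.319 and 0.22 for MI0018007 and 0.242 and 0.33 for MI0003521. It was 0.0378 and 0.658 for MI0000408. MI0018007 in Q50 lay at 89.7 CPM against 91.3 in controls at 6 months and at 95.8 against 97.2 at 10 months. In Q20, which is among the controls, it lay under WT littermates, at 86.8 against 94 CPM at 6 months and 89.1 against 106 CPM at 10 months. The call ended in 70 of 94 fits without 1 library for MI0003521, in 25 for MI0018007, in 17 for MI0004310 and in 2 for MI0000408. Within tags 3, 4, 2, 1 and 8, the 13 IDs kept their sign in 13, 11, 12, 13 and 11 cases, counts largely set by how they were chosen. DESeq2 called 10 higher and 12 lower, and WT controls alone left 7. The counts of 5 of the 13 IDs include split reads.

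At single ages, 1 stem-loop rose and 11 fell with CAG length at 6 months, and 1 rose and 1 fell at 10 months. MI0000241 fell by 0.25 per 100 CAG at 6 months (SE 0.05, edgeR adjusted p = 0.00739; 8 of 8 Q140 libraries under the control mean), a call that ended in 0 of 13 other settings and 0 of 94 fits without 1 library. Its counts include split reads. At 10 months its change was -0.08 (edgeR adjusted p = 0.898). Its means in Q140, Q92, Q50 and controls were 64.4, 70.3, 86 and 82 CPM at 6 months. At 10 months they were 74.7, 98.6, 88.8 and 87.8 CPM, so neither age followed the order of the repeat throughout. MI0004133 rose by 0.12 at 6 months (SE 0.03), a call that ended in 9 of 13 settings and 37 of 94 such fits. MI0005495 fell by 0.13 at 10 months (SE 0.03, edgeR adjusted p = 0.00967; 8 of 8 Q140 libraries under the control mean), a call that ended in 0 of 13 settings and 2 of 94 fits. The counts of this ID include split reads as well. The ID that rose at 10 months was MI0025035 (3.72 per 100 CAG, edgeR adjusted p = 0.0051), high in 2 of 8 Q140 libraries. Its change was 2.47 without Q140 female replicate 4 (edgeR adjusted p = 0.389), 2.97 without Q140 male replicate 1 (edgeR adjusted p = 0.152) and 0.45 without the libraries of Z.k under -3 (edgeR adjusted p = 0.994, in a range over the settings from 0.000777 to 0.994). The 6-month count was 3 with the replicate block and 1 with WT controls alone. DESeq2 and RLE factors each gave 1 higher and 2 lower at 10 months. Over both ages the count was 4 without Q140 10-month female replicate 1 and 6 without Q140 10-month female replicate 3. It was 7 without Q140 6-month female replicate 1, 3 or 4 or male replicate 1, Q50-line WT 6-month female replicate 4 or Q20-line WT 6-month male replicate 4. It was 8 without Q140 10-month male replicate 2, Q92 10-month female replicate 2, Q20-line WT 10-month female replicate 2 or Q20-line WT 6-month male replicate 1 or 3. The 6-month count was 3 without Q140 female replicate 1 or 4, 4 without Q140 male replicate 1, 5 without Q20 male replicate 4, Q20-line WT female replicate 3 or Q50-line WT female replicate 4, 6 without Q140 female replicate 2, Q140 male replicate 2 or Q92 female replicate 4, and 7 without Q140 female replicate 3 or Q50-line WT male replicate 4. The 10-month count was 0 without Q140 male replicate 1, 1 without Q140 female replicate 1 or 4, and 4 without Q140 female replicate 3, Q50 female replicate 4 or Q50-line WT male replicate 1.

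No stem-loop passed for Q92 against controls. edgeR called 0 at 6 months, 0 at 10 months and 0 over both ages, with 22, 47 and 25 IDs at an unadjusted p under 0.05 where chance gives 21.7, and DESeq2 and limma called 0 in each. The lowest adjusted p over both ages was 0.336, for MI0014023 (log2 fold change 0.20, SE 0.06; above the control mean in 3 of 7 and 8 of 8 libraries) and MI0016971 (0.11, SE 0.03; 5 of 7 and 8 of 8). MI0005484 was at -0.17 (SE 0.06) and MI0000632 at -0.14 (SE 0.05). The counts of MI0016971 include split reads. The 6-month count was 3 without Q92 female replicate 2, and the 10-month count was 3 without Q92 male replicate 1, 2 without Q92 male replicate 3, and 1 without Q92 male replicate 4 or Q140 male replicate 2. Q92 has no WT littermates here.

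In Q50 mice 11 stem-loops rose and 5 fell against controls at 10 months, and 5 of these 16 had the same sign at 6 months. MI0000225 stood at 245 ± 228 CPM (SD, n = 8) in Q50 and 90.3 ± 55.1 (SD, n = 24) in controls at 10 months, and at 89 ± 47.7 (SD, n = 8) and 92.2 ± 77 (SD, n = 23) at 6 months. MI0000151 stood at 42540 ± 5182 CPM (SD, n = 8) in Q50 against 49303 ± 5824 (SD, n = 24) in controls at 10 months, and at 52763 ± 6064 (SD, n = 8) against 48638 ± 6334 (SD, n = 23), the other way, at 6 months. MI0000225 rose by 1.41 (SE 0.34, edgeR adjusted p = 0.0265; 6 of 8 libraries above the control mean) and MI0000583 by 1.02 (SE 0.25, edgeR adjusted p = 0.0265; 7 of 8). MI0000151 fell by 0.23 (SE 0.06, edgeR adjusted p = 0.0265; 8 of 8 under the control mean) and MI0000155 fell by 0.18 (SE 0.05, edgeR adjusted p = 0.0265; 8 of 8). The counts of 7 of the 16 IDs include split reads, MI0000155 among them. At 6 months the changes of MI0000225, MI0000583, MI0000151 and MI0000155 were -0.04, 0.31, 0.05 and -0.0034, none past the threshold. At 6 months edgeR called 0 (13 IDs at an unadjusted p under 0.05) and over both ages 0 (29 IDs), and DESeq2 and limma called 0 in both. A test of the difference of the Q50 effect between ages, added after seeing the data, called 0 with edgeR (64 IDs at an unadjusted p under 0.05), DESeq2 and limma, so the ages were not shown to differ.

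**Figure D3:**
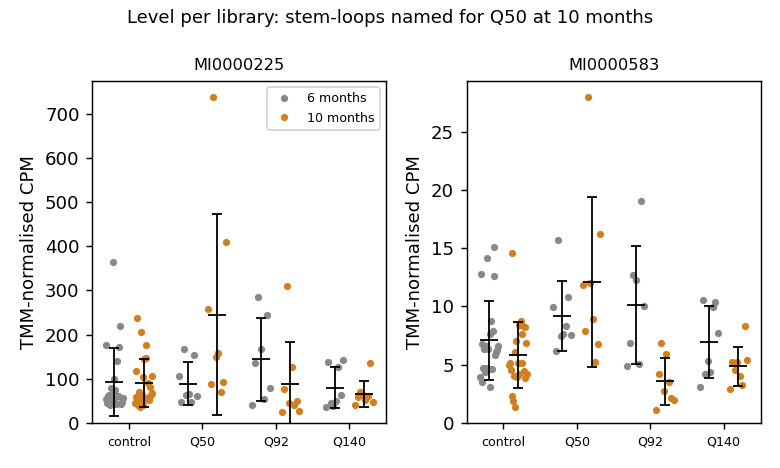
Points are single libraries (TMM-normalised CPM, vertical axis from 0) of MI0000225 and MI0000583 at 6 months in grey and 10 months in orange, with bars for the mean and SD, for controls, Q50, Q92 and Q140. For MI0000225 the highest Q50 library at 10 months stands at 737 CPM, against a Q50 mean of 245 CPM.

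The 10-month Q50 count rested on few libraries. It was 0 without Q50 female replicate 3 (Z.k of -4.32), 1 without Q50 male replicate 4 (Z.k of -3.25), 3 without Q50 male replicate 3, 25 without Q50 female replicate 1 and 30 without Q50 male replicate 2. It was 10 without Q20 female replicate 1 or male replicate 4, 8 without Q20-line WT female replicate 2 or male replicate 3, and 25 without Q50-line WT female replicate 1. Without the libraries of Z.k under -3, and with blocks of running numbers, both chosen after seeing the data, it was 0, and limma on FPKM called 0. Within tags 1 and 8 all 16 IDs kept their sign, a count largely set by how they were chosen. RLE factors gave 11 higher and 8 lower, and DESeq2 12 higher and 9 lower.

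Within the Q20 line, 5 stem-loops were higher in Q20 than in WT littermates over both ages and 0 were lower by edgeR (39 IDs at an unadjusted p under 0.05, 5 called by DESeq2 and 2 by limma). MI0014697 stood at 24.1 ± 16.4 CPM (SD, n = 7) in Q20 and 7.56 ± 2.42 (SD, n = 8) in WT at 6 months, and at 11.7 ± 7.18 (SD, n = 8) and 7.92 ± 2.27 (SD, n = 8) at 10 months. It rose by 1.05 (SE 0.25, edgeR adjusted p = 0.00703), above the WT mean in 5 of 7 and 4 of 8 Q20 libraries. MI0004658 rose by 1.10 (SE 0.26, edgeR adjusted p = 0.00703; 5 of 7 and 6 of 8). Neither ID passed at a single age. The edgeR adjusted p at 6 and 10 months was 0.105 and 0.809 for MI0014697 and 0.14 and 0.561 for MI0004658. The counts of 4 of the 5 IDs include split reads, these 2 among them. The count was 1 without Q20 10-month male replicate 3, and 3 without Q20 10-month female replicate 1 or male replicate 4, Q20 6-month female replicate 1 or 4, or Q20-line WT 6-month female replicate 3 or male replicate 4. With blocks of running numbers in place of the L tag, chosen after seeing the data, it was 0. Among IDs on the other side MI0018007 had the lowest p, at -0.20 (SE 0.08, edgeR adjusted p = 0.337; 5 of 7 and 7 of 8 Q20 libraries under the WT mean), and did not pass.

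For Q50 against its WT littermates edgeR called 0 over both ages (25 IDs at an unadjusted p under 0.05), and DESeq2 and limma called 0. The lowest adjusted p was 0.476. The IDs that had it include MI0001649 (log2 fold change 0.52, SE 0.17; 5 of 8 and 6 of 8 libraries above the WT mean), MI0000583 (0.66, SE 0.22; 8 of 8 and 7 of 8), MI0000156 (-0.11, SE 0.04; 7 of 8 and 6 of 8 under it) and MI0014041 (-0.16, SE 0.06; 7 of 8 and 8 of 8). Between the WT mice of the Q50 and Q20 lines edgeR called 0 (32 IDs at an unadjusted p under 0.05), limma 0, and DESeq2 0, or 1 after replacement of outlying values. MI0000246 had the lowest adjusted p (0.31, SE 0.09, edgeR adjusted p = 0.125; higher in 8 of 8 and 6 of 8). The count was 1 without Q20 6-month female replicate 3 or Q20-line WT 6-month female replicate 3.

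Females differed from males in 35 stem-loops over both ages, 20 higher and 15 lower, all with the same sign at both ages, which again follows largely from their choice by the sum of both. MI0000158 stood at 1261 ± 162 CPM (SD, n = 23) in females and 1116 ± 127 (SD, n = 23) in males at 6 months, and at 1229 ± 100.5 (SD, n = 24) and 1097 ± 123 (SD, n = 24) at 10 months. MI0026044 stood at 25.2 ± 3.37 CPM (SD, n = 23) in females and 28.7 ± 3.45 (SD, n = 23) in males at 6 months. MI0000158 was higher by 0.20 (SE 0.03, edgeR adjusted p = 1.95e-06; 19 of 23 and 22 of 24 females above the male mean) and MI0000696 by 0.17 (SE 0.03, edgeR adjusted p = 2.99e-05; 22 of 23 and 18 of 24). MI0026044 was at -0.22 (SE 0.05, edgeR adjusted p = 0.00101; 20 of 23 and 19 of 24 females under the male mean) and MI0000621 at -0.14 (SE 0.03, edgeR adjusted p = 0.00133; 21 of 23 and 17 of 24). The counts of 10 of the 35 IDs include split reads, but not those of these 4. Within tags 3, 4, 1 and 8 the 35 IDs kept their sign in 34, 34, 32 and 33 cases, and these 4 also did in tag 2. Such counts are again largely set by how the IDs were chosen. RLE factors gave 14 higher and 16 lower. The count was 23 without Q140 6-month female replicate 2 or male replicate 1.

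**Figure D4:**
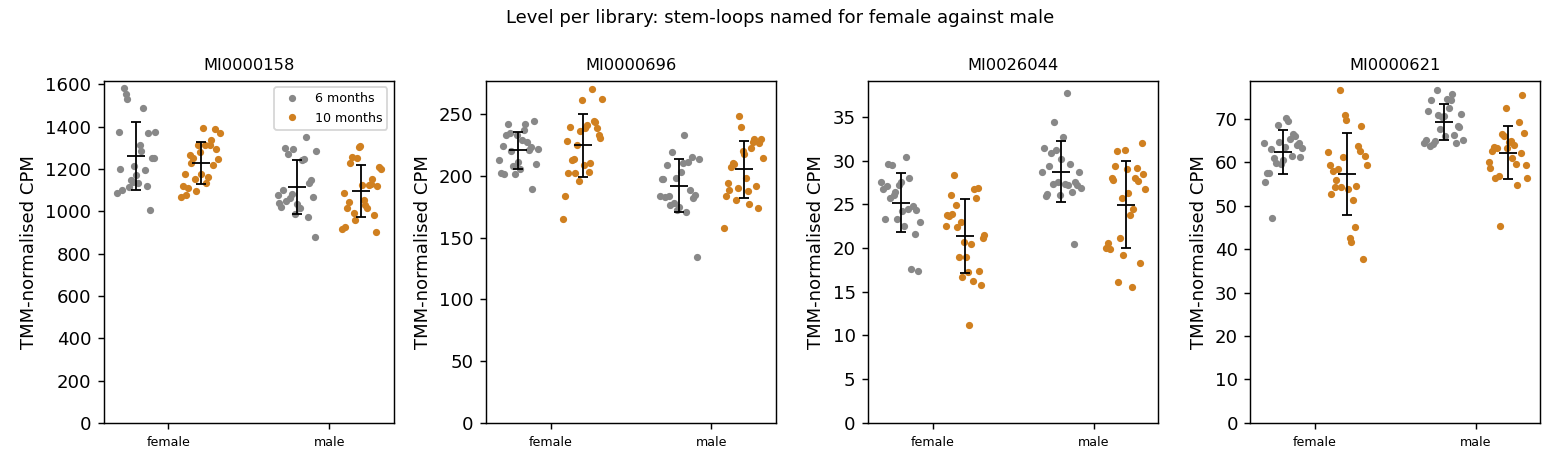
Points are single libraries (TMM-normalised CPM, vertical axis from 0) of females and males at 6 months in grey and 10 months in orange, with bars for the mean and SD. MI0000158 and MI0000696 average higher in females and MI0026044 and MI0000621 average lower at both ages, with overlapping libraries.

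The Q140 effect was not shown to differ between ages or sexes. edgeR called 0 for age (28 IDs at an unadjusted p under 0.05) and 0 for sex (21 IDs), DESeq2 1 for age and 0 for sex, and limma 0 for both.

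Similarity of effects between ages was measured as the correlation of z values across the 434 IDs, which are not independent replicates. For Q140 Pearson's r was 0.349 and Spearman's rho 0.345 (permutation p = 0.0099 for each, the smallest that 100 draws can give, and 0.0891 after adjustment over 9 relations). For CAG length r was 0.263 and rho 0.249 (permutation p = 0.119 and 0.158, adjusted 0.267 and 0.285), for Q92 r was -0.0647 and rho -0.0438 (permutation p = 0.614 and 0.762, adjusted 0.869 and 0.98), and for Q50 r was -0.24 and rho -0.251 (permutation p = 0.158 and 0.119, adjusted 0.285 and 0.267). For sex r was 0.317 and rho 0.314 (permutation p = 0.0297 for each, adjusted 0.0891). Between Q140 at 6 months and Q50 at 10 months r was -0.345 and rho -0.333 (permutation p = 0.0297 for each, adjusted 0.0891), but between Q50 at 6 months and Q140 at 10 months r was 0.0439 and rho 0.00178 (permutation p = 0.772 and 1, adjusted 0.869 and 1). Between Q140 at 6 months and Q92 at 10 months r was 0.0371 and rho 0.0499 (permutation p = 0.752 and 0.703, adjusted 0.869 and 0.98), and between Q92 at 6 months and Q140 at 10 months r was 0.00915 and rho 0.00453 (permutation p = 0.96 and 0.98, adjusted 0.96 and 1). No relation passed after adjustment, but with 100 draws a single relation among 9 at the smallest p cannot fall under 0.0891, so this says nothing against the Q140 relation, whose r lay outside the permuted range of -0.318 to 0.33. It lay only just outside, and with 1 library left out it fell to as low as 0.292, inside that range.

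Levels also moved with the L tag. With genotype and sex in the model, edgeR called 57 IDs between tags at 6 months and 20 at 10 months, 12 of them at both ages.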

Values the study reported

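For this series the study reported 5 microRNAs that differed between Q50 and control cerebellum at 10 months at FDR<0.05, and none in its combination of the 6- and 10-month data. It concluded that changes in Q50 were too weak for reliable detection in its data. Of 102 cerebellar microRNAs associated with CAG length in its first series, it found 28 (27%) associated at p<0.05 and 2 (2%) at FDR<0.05 in the present one. The concordance of Q140 effects in cerebellum between its series was given as r = 0.53.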

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

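The test of library order, the limit of 1000 CPM for MI0025035, and the fits without libraries of Z.k under -3 and with blocks of running numbers were chosen after the results they bear on were seen. Among 46 groups of 7 or 8 values examined for a single library far from the others, 9 had one. Chance flags about 1 in 20 where values are independent and normally distributed. The values were not transformed and the groups mixed both sexes, so that rate may not hold here. In connectivity the libraries flagged were Q20 6-month female replicate 2 (Z.k of -6.68), Q92 6-month male replicate 4 (-6.1) and Q20-line WT 6-month female replicate 3 (-4.78). The last of these also had a total of 7633596 counts against 6448998 to 6970369 in the other libraries of its genotype and age. MI0018007 stood at 94.2 CPM in Q140 10-month male replicate 3, under the 113 to 128 CPM of the rest. MI0004310 stood at 4.81 CPM in Q140 6-month male replicate 4, above 1.32 to 2.52 CPM. MI0004658 reached 55.6 CPM in Q20 6-month female replicate 3, 20.7 CPM in Q20-line WT 6-month male replicate 4 and 41 CPM in Q20-line WT 10-month male replicate 4.

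MI0025035, singled out after its values were seen, had a median of 1.28 CPM and a highest value of 687 CPM in 92 libraries and lay above 1000 CPM, between 1952 and 2237 CPM, in 4, which were Q140 10-month male replicate 1 and female replicate 4, Q92 6-month male replicate 4 and Q20 6-month female replicate 2. All 4 had a Z.k under -3, and both libraries removed by the connectivity rule were among them. With Z.k recomputed without this ID, 0 of the 4 stayed under -3 (range -2.13 to -0.856), so their low connectivity may come from this single stem-loop. Under the limit of -5 both removed libraries would then be kept. Q50 10-month female replicate 3 (-5.11) and Q20-line WT 6-month female replicate 3 (-5.09) would be removed instead. Without that Q50 library the 10-month Q50 count was 0, so the Q50 calls depend on this ID through the connectivity rule. The libraries of the 6-month fits would change as well. Without that WT library alone, the counts for Q140 and CAG length at 6 months and for Q20 against littermates moved, as given above. The 6-month fits with the libraries of the recomputed rule were not run. The counts of MI0025035 include split reads, where its reads came from was not tested, and no biological explanation was tested. The 4 libraries include Q140, Q92 and Q20.

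The 16 IDs called between Q50 and controls at 10 months were weighed against the L tag and against libraries of low connectivity. All 16 kept their sign in each of the tags 1 and 8 fitted alone (16 of 16), but they were called on the same libraries in a fit that held the tag, so this decides nothing on the tag. Without the 5 libraries of Z.k under -3 at 10 months, 2 of them Q50, the median ratio of the log2 changes was 0.681 and 0 IDs passed, so these libraries may carry part of the pattern but the share they carry stays open. Leaving out these Q50 libraries alone gave a ratio of 0.684, rank 2 from the lowest of 28 pairs, and the lowest (0.652) came from female replicate 3 with male replicate 3. A response of Q50 mice at 10 months stays open as well.

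The 5 IDs higher in Q20 than in WT littermates were weighed against the order of libraries, read from an undefined running number in the library names. Their mean log2 level, less group and tag means, was correlated between libraries with neighbouring numbers (r = 0.169, one-sided permutation p = 0.0404 from 100000 resamples), so preparation order is a candidate explanation for part of the spread. With blocks of 8 consecutive numbers in place of the L tag, the median change went from 1.05 to 0.72 and 0 of the 5 passed; for MI0014697 it went from 1.05 (SE 0.25) to 0.72 (SE 0.25), so the call ended because the estimate fell at a like error. How much of the difference order carries stays open, and so does an effect of the Q20 allele.

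Permuted labels were compared with the real ones in 101 splits, the real split included. These shares were not adjusted over the results examined, and labels were permuted across L tags, so chance is not excluded. A count was unlikely under permuted labels where few splits gave as many calls. Only the real split (1 of 101) did so for Q140 at 6 months (10 calls, highest other 2), at 10 months (10, highest other 2) and over both ages (22, highest other 11), for Q50 at 10 months (16, highest other 7), for CAG length at 6 months (12, highest other 6) and over both ages (13, highest other 10), for Q20 against littermates (5, highest other 2) and for sex (35, highest other 8). For CAG length at 10 months 3 of 101 splits did (2 calls, highest other 2). Where the real labels called 0, all 101 splits reach that count by construction, so it says nothing on chance. This concerns Q92 (highest other 26, 19 and 10 at 6 months, 10 months and over both ages), Q50 at 6 months (5) and over both ages (8), Q50 against littermates (4), WT between lines (12), and the differences of the Q140 effect between ages (1) and sexes (4) and of the Q50 effect between ages (4). Single splits called 26, 19 or 12 IDs where the real labels called 0. The permuted groups also draw on Q140 libraries and IDs can vary together, so a structure of the libraries is only one possible explanation, and none was tested.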

How the results depend on the processing

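The fits without libraries of Z.k under -3 and with blocks of 8 running numbers were chosen after seeing the data, the others before. Counts within 1.5 times of those reported are not listed, and the cause of a difference was not tested unless stated. For Q140 at 6 months (10 calls) the count was 24 with DESeq2, 27 with DESeq2 and replaced outliers, 19 with limma at either pseudocount, 1 with no low count filter, 27 with only the groups compared, 1 with the replicate block, 1 with WT controls only and 23 without the L tag. For Q140 at 10 months (10 calls) it was 6 at a mean count of at least 50, 2 with no filter, 4 with the replicate block, 4 with WT controls only, 1 without libraries of Z.k under -3 and 1 with blocks of running numbers. For Q140 over both ages (22 calls) it was 42 with DESeq2 and replaced outliers, which kept 21, 10 with WT controls only and 14 with blocks of running numbers, which kept 13. For CAG length at 6 months (12 calls) it was 7 at a mean count of at least 50, 3 with the replicate block, 1 with WT controls only, 5 without libraries of Z.k under -3 and 7 with blocks of running numbers. For CAG length at 10 months (2 calls) it was 1 in both of the last settings. For CAG length over both ages (13 calls) it was 22 with DESeq2, 23 with replaced outliers and 7 with WT controls only. For Q50 at 10 months (16 calls) it was 0 with limma at either pseudocount, 3 with only the groups compared, 6 with WT controls only, and 0 both without libraries of Z.k under -3 and with blocks of running numbers. For Q20 against littermates (5 calls) it was 3 with replaced outliers, 2 with limma at either pseudocount, 3 at a mean count of at least 50, 2 without the L tag, 3 without libraries of Z.k under -3 and 0 with blocks of running numbers. For sex (35 calls) it was 21 with no filter and 22 without libraries of Z.k under -3. Against 0 calls, Q92 at 10 months gave 1 with only the groups compared, WT between lines gave 1 with replaced outliers and 1 without libraries of Z.k under -3, and the age difference of the Q140 effect gave 1 with DESeq2 and 1 without the L tag. Leaving out 1 library at a time gave 0 to 30 calls for Q140 at 6 months, 1 to 11 at 10 months and 16 to 30 over both ages, 0 to 3 for Q92 at 6 months and 0 to 3 at 10 months, 0 to 30 for Q50 at 10 months, 3 to 14, 0 to 4 and 4 to 18 for CAG length at 6 months, 10 months and over both ages, 1 to 6 for Q20 against littermates, 0 to 1 for WT between lines and 23 to 43 for sex, and 0 throughout elsewhere. The correlations between ages for Q140, Q92, Q50 and CAG length, each with itself, moved by less than 1 SD of their permuted values in every setting run. For Q140 they ran from 0.292 to 0.404 with libraries left out. The correlations for sex and between different genotypes were not repeated under other settings. Of the fits for named IDs under these settings 6235 kept direction and stayed on the same side of the threshold. They include fits of IDs printed as values that had not passed, which had no call to lose. The 6235 therefore overstate how often calls held. A call was lost in 297 fits and gained in 13. The sign changed in 1, MI0025035 in Q140 at 10 months, at -2.51 without libraries of Z.k under -3. Both Q140 libraries with high values are left out there. The replicate numbers did not meet the bar for pairing, a correlation over 0.1 in every same-numbered pair (42.1% of them, against 30.9% of other pairs). A modest influence shared by number would hardly meet that bar in every pair, so missing it decides nothing on such an influence. The mean correlation was 0.0455 for the same number and -0.0151 for other numbers, and 32 of 94 libraries correlated best with their own number, above the 23.5 that chance gives, so a weak shared influence stays open. The replicate block moved no count by more than 1.5 times but those given. Comparisons of CAG length and sex use all groups, so no fit with only the groups compared exists for them, that fit was not run for the age difference of the Q50 effect, and the tests of microRNA lists and their alternatives were not run for want of names. Depth limits IDs of a few CPM. Changes of 0.25 on the log2 scale were called in 73.1% of simulated cases for Q140 over both ages. That share may be lower in the data, as the simulation changed more IDs and held no L tag effect.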

Other observations

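These stem-loops were singled out for their levels by L tag after their values were seen. MI0000720 had a median of 265 CPM in tag 8 and 4.31 CPM in tag 1 at 10 months, and 106 CPM in tag 4 against 3.26 CPM in tag 3 and 6.74 CPM in tag 2 at 6 months. MI0000721 had a median of 972 CPM in tag 8 and 219 CPM in tag 1 at 10 months, and 745 CPM in tag 4 against 280.4 CPM in tag 3 and 304 CPM in tag 2 at 6 months. For both IDs the ranges of tags 1 and 8 did not overlap.

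The number of stem-loops called for Q50 at 10 months was 16 with edgeR, 21 with DESeq2, 13 with DESeq2 after replacement of outlying values, 19 with RLE factors, 3 with only the groups compared, 0 with limma and 0 to 30 with 1 library left out. As called by edgeR with all groups it is higher than the value quoted from the study above, and in some of these settings it is lower. The study used DESeq2 on outlier-replaced counts, with its own set of retained microRNAs and its own batch covariate, so the counts differ in method.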
